A study of Homo sapiens with 24 samples. Its data were reported in "Robust partitioning of microRNA targets from downstream regulatory changes" (2020).

How the data were processed

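The samples were 24 RNA-seq libraries of Flp-In T-REx 293 cells with stably integrated, doxycycline-inducible constructs. Per the labels, miRNA expression was induced with 1 µg/mL doxycycline for 7 days, cells were selected with 1 mg/mL geneticin for 6 days, and libraries were made from 1000 ng of RNA. Groups and replicate numbers were taken from the labels: 3 groups of 2 libraries in batch 1 and 6 groups of 3 libraries in batch 2.

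The authors trimmed the reads, aligned them to hg19 with TopHat and counted the reads over the exons of each gene by strand with featureCounts, at a minimum mapping quality, and deposited the counts per gene without normalization, as a table per batch with 29794 genes. The authors also deposited tables per miRNA with log2 fold changes, mean log2 CPM (counts scaled to library size), p-values and q-values, from edgeR on RNA-seq and from a combined model of RNA-seq and PRO-seq with a likelihood ratio test of the interaction between condition and assay. A column of feature length in bases, a measure of no sample, is also in the deposited count tables and was not used. No per-sample column of the count tables was left unused.

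Genes were matched by identifier to the GENCODE annotation of GRCh37, and 28543 of the 29794 genes matched and had a symbol. Coordinates are 1-based on GRCh37, the build on which hg19 is based. For each gene, the longest annotated 3'UTR of protein-coding transcripts was searched for matches to positions 2 to 8 of the miRNA: 8mer, 7mer-m8 and 7mer-A1 sites. The ORF and the 5'UTR were searched likewise.

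Counts were analysed in R 4.3.3 with edgeR 4.0.16. For each batch, genes were kept by filterByExpr (minimum count of 10), TMM factors were computed, and all groups of the batch entered a quasi-likelihood fit with group as the factor. Each miRNA was compared with the empty vector of its batch, and miR-1 with miR-122 and the pairs among miR-302a, miR-372 and miR-373 were compared directly. P-values were adjusted by Benjamini-Hochberg over the genes tested in each comparison, with a threshold of 0.05. Fold changes used a prior count of 0.125, and the standard error is the absolute log2 fold change over the square root of the F statistic. Levels are given as CPM from the TMM-scaled library sizes, as mean ± SD over the replicates. The study states no covariate. The design and the rule for naming genes were fixed before the data were examined.

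Sets of genes with sites were tested with camera (limma 3.58.1, two-sided, preset correlation of 0.01) and with fry, and adjusted over the 7 miRNAs. Camera compares the set with the other genes, whereas fry asks whether the genes of the set changed, without the other genes. Matched backgrounds were drawn in 10 bins of 3'UTR or ORF length. For correlations between comparisons that share control libraries, 30 simulations of unchanged groups were drawn from negative binomial counts with the estimated dispersions. The genes named were, per miRNA, the 2 lowest and the 1 highest by log2 fold change among called genes with a symbol, a mean log2 CPM of at least 1, and every miRNA library on the same side of every control library. A gene that the rule picked for miR-122 is not reported here, although it is included in the counts of called genes and of alternatives. A list from the text of the study (8 genes) and a list of known targets (12 genes, 19 pairs with a miRNA) were tested besides. A list of 48 interferon-response genes was written after the results of OAS3 and SAMD9 had been seen and leaves both out.

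Alternatives were DESeq2 size factors in the same fit, DESeq2 1.42.0 (Wald test), the likelihood ratio test of edgeR, no filter or a filter of more than 1 CPM in every library, a fit of only the 2 groups compared, the replicate number as a block, a minimum absolute log2 fold change of 0.2, other site definitions and backgrounds, and leaving out each library in turn. After the data were seen, a block with the control numbers crossed in batch 1, the ORF length slope of each library as a covariate in batch 2, 8mer sites with a matched background, and leaving out libraries for the site tests, the correlations and the comparisons between miRNAs of batch 2 were added. In batch 1, leaving out a library leaves 1 in its group, so only fold changes were computed. Whether replicate numbers pair the libraries was checked by the correlation across genes of the deviations from the group means. Among the groups of batch 2 compared with each other, only miR-302a and miR-372 had all 3 same-numbered pairs above 0.1 (0.258, 0.269 and 0.117), and the fit with the replicate block called 0 genes between them (204 genes at an unadjusted p-value under 0.05), as did the fit without it. Groups not compared with each other also had all 3 above 0.1: miR-133a and miR-155 (0.406, 0.610 and 0.447), miR-133a and miR-372 (0.343, 0.539 and 0.412), miR-155 and miR-372 (0.459, 0.817 and 0.730), and miR-155 and miR-302a (0.135, 0.140 and 0.107). The deviations sum to 0 within a group, so the 3 values of a pair of groups are not independent.

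The functions were tested on simulated data, after the results had been seen, with 200 genes changed by 1 on the log2 scale. In a simulation of miR-1 against the empty vector over 14230 genes, edgeR recovered 89.5% of the changed genes with 9 false calls, and in a simulation of miR-155 against the empty vector over 13928 genes it recovered 84.5% with 9 false calls. DESeq2 recovered 81.0% and 85.0% of them, with 2 and 21 false calls. Site genes lowered by 0.15 in the simulation of miR-155 were found 0.15 lower (a difference of -0.15).

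The total count per library, between 13047400 and 35040778 reads, and the 2 or 3 libraries per group limit the precision. The labels name no molecular identifiers for these libraries, so intervals and limits cover counting error only. Python 3.11.15 and matplotlib 3.10.9 were used for the search of sites and the figures. Libraries of PRO-seq, small RNA, eCLIP and ribosome profiling were not used here.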

Results

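RNA-seq was performed on Flp-In T-REx 293 cells, a human embryonic kidney line, that carried a lentiviral vector with a microRNA (miRNA) hairpin, placed within an intron of GFP and switched on by doxycycline, or the vector without a miRNA. Control and miRNA cells both received doxycycline. The 24 libraries formed 9 groups in 2 batches. Batch 1 held 2 libraries each of the empty vector, miR-1 and miR-122. Batch 2 held 3 libraries each of the empty vector, of miR-133a and miR-155, and of the same-seed miRNAs miR-302a, miR-372 and miR-373. Each batch was compared with its own empty vector libraries only. The exon counts summed to between 20153452 and 21595191 reads per library in batch 1 and between 13047400 and 35040778 in batch 2. The largest totals in batch 2 were 35040778 reads in miR-373 replicate 3 and 25477596 in miR-372 replicate 3, and each of the other libraries of that batch held at most 18068386. Within every group, the counts of any pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom between 1.83 and 35.7 across genes, so all libraries were counted as separate replicates.

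The first question was how many transcripts changed in abundance when each miRNA was expressed. In batch 1, 14348 genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. With miR-1, 3520 genes had an adjusted p-value under 0.05, of which 1970 were lower and 1550 higher than in the empty vector cells. With miR-122, 849 genes passed, 582 lower and 267 higher. In batch 2, 14054 genes were tested. The number of genes that passed was 750 for miR-133a (558 lower, 192 higher), 1073 for miR-155 (676 lower, 397 higher), 1107 for miR-302a (682 lower, 425 higher), 1599 for miR-372 (922 lower, 677 higher) and 721 for miR-373 (464 lower, 257 higher). Lower genes outnumbered higher genes in each of these 7 comparisons, and their share of the changed genes ranged from 56.0% for miR-1 to 74.4% for miR-133a. Of the other fits chosen in advance, the one that moved such a count by the largest ratio was a fit of the 2 groups alone for miR-133a, which called 2349 genes (1346 lower, 1003 higher), and by the largest number the DESeq2 Wald test for miR-1, which called 1785. The share of lower genes for miR-133a was 57.3% in that fit and 84.2% without miR-133a replicate 2. The counts in batch 2 also depended on single libraries. Without miR-302a replicate 2, the miR-302a comparison called 1764 genes, and without miR-302a replicate 1 it called 479. Without 1 library at a time, the miR-133a comparison called at most 490 genes and the miR-373 comparison at most 502.

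**Figure D1:**
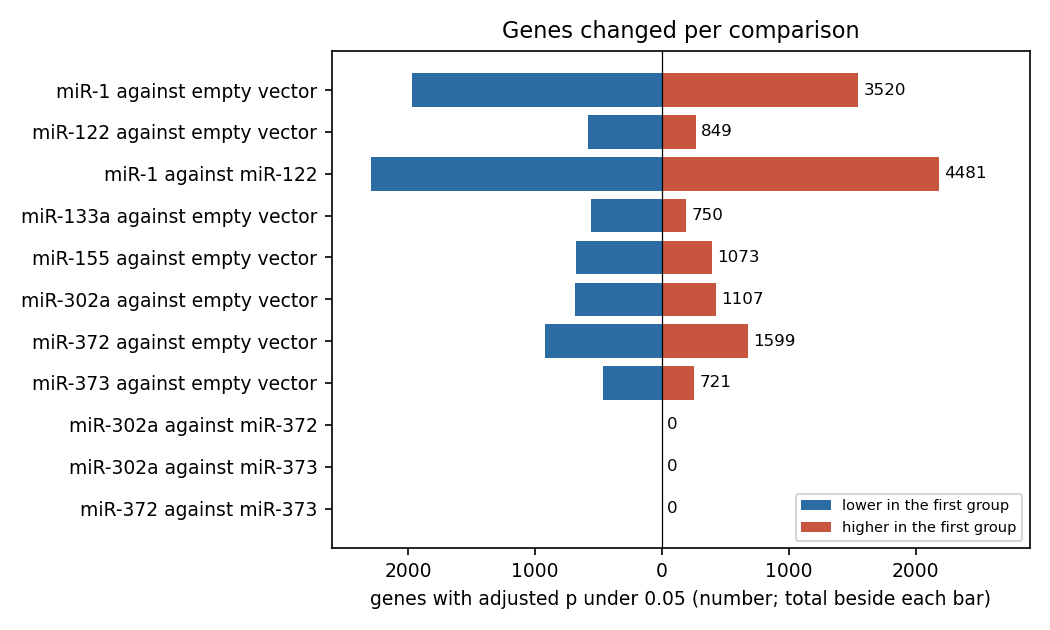
Number of genes with an adjusted p-value under 0.05 (x axis) in each of the 11 comparisons (y axis), with genes lower in the first-named group to the left of 0 and genes higher to the right. The bars for miR-1 against the empty vector reach 1970 and 1550 genes, and the 3 comparisons between miR-302a, miR-372 and miR-373 have no bar.

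The genes with the largest changes were named by a fixed rule (the 2 lowest and the highest called genes per miRNA, with every miRNA library on one side of every control library). For miR-1 (n = 2 per group), the lowest gene was TWF1 (ENSG00000151239.9; GRCh37 chromosome 12, 44187526 to 44200131), at 14.6 ± 0.912 CPM (SD) against 57.9 ± 0.728 CPM in the empty vector cells, a log2 fold change of -1.99 (SE 0.0771, edgeR adjusted p 4.6e-13). Its 3'UTR held an 8mer match to the miR-1 seed (ACATTCCA) on the minus strand at 44187768 to 44187775. OSMR (ENSG00000145623.8; chromosome 5, 38845960 to 38945698) followed with a log2 fold change of -1.91 (SE 0.136, edgeR adjusted p 4.2e-09) and held no miR-1 seed match in its 3'UTR. The study reported lower PRO-seq signal, a measure of transcription, at the OSMR promoter and gene body with miR-1. The highest gene was PTBP2 (chromosome 1, 97187221 to 97289294), at 130 ± 2.39 CPM against 48.2 ± 1.19 CPM, a log2 fold change of 1.44 (SE 0.0484, edgeR adjusted p 1.7e-13).

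For miR-122 (n = 2 per group), a low gene named was SFT2D1 (chromosome 6, 166733216 to 166756064), at 20.3 ± 0.0426 CPM against 60.4 ± 2.31 CPM, a log2 fold change of -1.57 (SE 0.0639, edgeR adjusted p 6.7e-13). Its 3'UTR held a miR-122 8mer match (ACACTCCA) at 166733622 to 166733629. The highest gene was TMEM132B (chromosome 12, 125670932 to 126146923), with a log2 fold change of 1.32 (SE 0.212, edgeR adjusted p 3.5e-04) from 30 and 31 reads in the control libraries. Another annotated gene overlaps TMEM132B on the same strand.

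For miR-133a (n = 3 per group), the lowest genes were FTL (chromosome 19, 49468566 to 49470136), at 77.7 ± 5.67 CPM against 304 ± 9.63 CPM, and TAGLN2 (chromosome 1, 159887897 to 159895297), at 72.1 ± 5.07 CPM against 278 ± 18.1 CPM. Their log2 fold changes were -1.97 (SE 0.149, edgeR adjusted p 5.3e-08) and -1.95 (SE 0.0920, edgeR adjusted p 1.4e-10). Both 3'UTRs held a miR-133a 8mer match (GGACCAAA), at 49470106 to 49470113 for FTL and at 159888340 to 159888347 for TAGLN2. The annotation lists 16 pseudogenes named after FTL. The highest gene was CGA (chromosome 6, 87795216 to 87804824), with a log2 fold change of 1.54 (SE 0.370, edgeR adjusted p 0.017). CGA lost its call in 4 of the 6 fits that each left out 1 library.

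For miR-155 (n = 3 per group), the lowest genes were COL23A1 (chromosome 5, 177664477 to 178017394) and ADCYAP1R1 (chromosome 7, 31091923 to 31151088), with log2 fold changes of -2.33 (SE 0.536, edgeR adjusted p 0.010) and -1.64 (SE 0.319, edgeR adjusted p 0.0031). Both were low in abundance, with 3 to 8 reads for COL23A1 and 5 to 21 reads for ADCYAP1R1 in the miR-155 libraries, and neither 3'UTR held a miR-155 seed match. COL23A1 was not called without miR-155 replicate 2, where its edgeR adjusted p-value was 0.0553. The highest gene was VAT1L (chromosome 16, 77822461 to 78014004), at 13.8 ± 1.28 CPM against 2.32 ± 0.526 CPM, a log2 fold change of 2.56 (SE 0.217, edgeR adjusted p 6.1e-07). Other annotated genes overlap COL23A1 and VAT1L on the same strand.

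The rule named the same 3 genes for miR-302a, miR-372 and miR-373, which share 1 seed. SAMD9 (chromosome 7, 92728826 to 92747336) had log2 fold changes of -2.84, -2.82 and -2.43 under miR-302a, miR-372 and miR-373 (SE 0.269, 0.262 and 0.248), from 6.80 ± 0.846 CPM in the empty vector cells. OAS3 (chromosome 12, 113375856 to 113414265) had log2 fold changes of -2.73, -2.45 and -2.22 (SE 0.186, 0.178 and 0.172), from 14.3 ± 1.90 CPM. SERPINF1 (chromosome 17, 1665323 to 1680859) had log2 fold changes of 2.21, 2.34 and 2.22 (SE 0.205, 0.203 and 0.203), from 6.09 ± 0.839 CPM. The largest edgeR adjusted p-value among these 9 tests was 4.6e-06, with n = 3 per group, and none of the 3 genes held a match to the shared seed in its 3'UTR.

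A list of 8 genes from the text of the study and a list of 19 pairs of a miRNA and a widely known target were also fixed beforehand. All 8 genes of the first list had log2 fold changes below 0, from -1.91 to -0.20. Of these, 6 were called over all genes tested and 8 when adjusted over the list alone. Neither count nor the shared direction is independent evidence, because the study chose these genes from the same samples. The exceptions over all genes were KLF15 with miR-1 (edgeR adjusted p 0.057) and KLF3 with miR-133a (edgeR adjusted p 0.054). The study picked its transcription factors by post-transcriptional change and by binding motifs, rather than by RNA-seq change alone. All 19 pairs of the second list had log2 fold changes below 0, and 16 were called lower both over all genes and adjusted over the list alone. LATS2, CDKN1A and TGFBR2 each enter once per same-seed miRNA, against the same control libraries, so their pairs are not independent. TP53INP1 with miR-155 and CDKN1A with miR-372 and with miR-373 were not called. CDKN1A with miR-302a lost its call in 5 of the 6 fits that each left out 1 library, and its 3'UTR held no match to the shared seed. Of the 2 lists, ALDOA, JARID2, BACH1, LATS2 and ZBTB7A are overlapped by other annotated genes on the same strand.

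The study used miR-1 and miR-122, whose seeds differ at a single base, as negative controls for each other. When miR-1 cells were compared with miR-122 cells directly, 4481 genes differed by the edgeR test, 2293 lower and 2188 higher with miR-1. The alternative that moved this most was the DESeq2 Wald test, which called 2542 genes. Between the changes against the empty vector, 144 genes were lower with both miRNAs, 65 were higher with both and 103 changed in opposite directions. Across genes, which are not independent replicates, the log2 fold changes of miR-1 and miR-122 had a Pearson correlation of 0.225. Unchanged groups simulated with a shared control gave a mean correlation of 0.501. Those simulations held no changed genes, so the shared control alone set that value. Changes particular to either miRNA lower the correlation, so a value below it does not show less sharing than chance.

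The seeds of miR-302a, miR-372 and miR-373 are identical, which allowed a comparison of miRNAs that share predicted targets. No gene was called between miR-302a and miR-372, between miR-302a and miR-373 or between miR-372 and miR-373 (0 genes each by the edgeR test). Of the 14054 genes tested, 0.868%, 1.31% and 1.11% had an unadjusted p-value under 0.05 (184 and 156 genes in the comparisons with miR-373). Chance gives 5%, so these tests were conservative, and 0 calls do not show that the miRNAs act alike. The DESeq2 Wald test moved these counts most, to 3 genes for miR-302a against miR-373. Against the empty vector, 387 genes were lower and 215 higher with all 3 miRNAs, and 0 genes were lower with one and higher with another. The log2 fold changes correlated across genes at 0.892 for miR-302a and miR-372, 0.870 for miR-302a and miR-373 and 0.903 for miR-372 and miR-373. Unchanged groups simulated against the shared controls gave mean correlations of 0.517, 0.524 and 0.537 for these pairs, and the highest of 30 simulations reached 0.572. The other 7 pairs of batch 2 miRNAs correlated between 0.168 and 0.288, below their simulated means. The simulations held no changed genes, so values below these means do not show less sharing than chance. Of the alternatives chosen in advance, restricting to genes with a mean log2 CPM of at least 5 moved a correlation most, from 0.892 to 0.957. Leaving out 1 library at a time, added after the data were seen, moved them further, to 0.761 for miR-302a and miR-373 without miR-373 replicate 3.

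**Figure D2:**
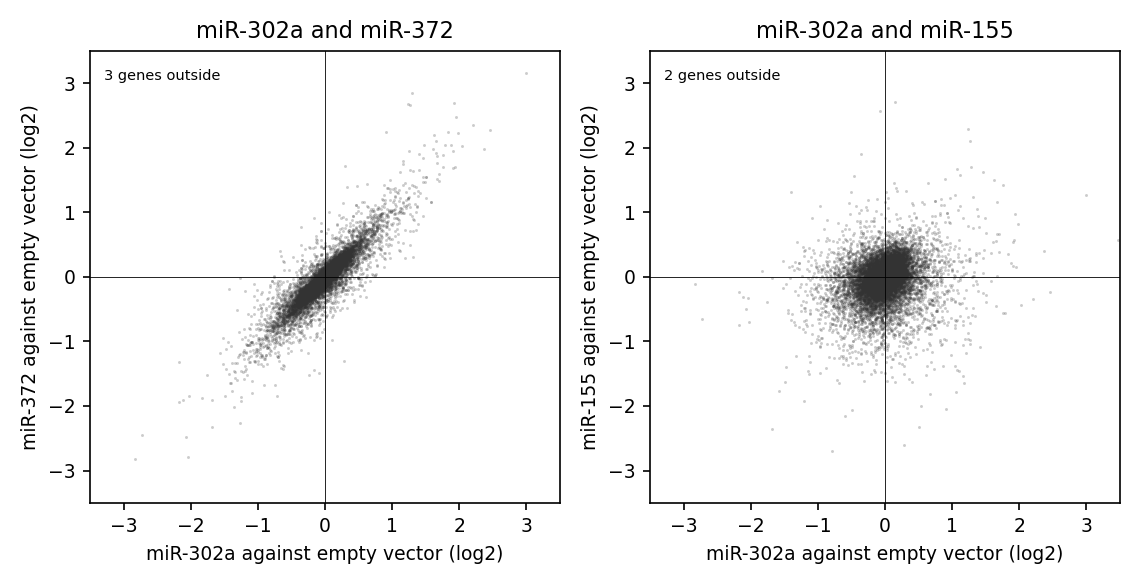
Log2 fold change of each of the 14054 tested genes of batch 2 against the empty vector, for miR-302a (x axes) and for miR-372 or miR-155 (y axes); each point is a gene and genes outside the axes are counted in the panels. The points lie along the diagonal for miR-302a and miR-372 (Pearson r 0.892) and spread around the origin for miR-302a and miR-155 (Pearson r 0.219).

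To ask whether the changes followed the expressed miRNA, genes with an 8mer or 7mer-m8 seed match in the 3'UTR were compared with the other tested genes that have an annotated 3'UTR. The median log2 fold change of the genes with a site was lower for all 7 miRNAs. The difference of the medians was -0.10 for miR-1 (1896 genes with a site), -0.10 for miR-122 (1254 genes), -0.16 for miR-133a (1180 genes), -0.18 for miR-155 (1689 genes), -0.09 for miR-302a, -0.10 for miR-372 and -0.06 for miR-373 (3420 genes for each of these). All 7 sets passed camera and all 7 passed fry (camera adjusted p from 1.6e-19 to 2.7e-04, Benjamini-Hochberg over the 7 miRNAs). The alternative that moved these tests most was a background matched on 3'UTR length, with which the sets of miR-302a, miR-372 and miR-373 no longer passed (differences of -0.03, -0.05 and -0.03, adjusted p 0.138, 0.0972 and 0.0890). With 8mer sites only and the matched background, an alternative chosen after the data were seen, all 7 sets passed, with differences from -0.20 for miR-155 to -0.10 for miR-122.

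**Figure D3:**
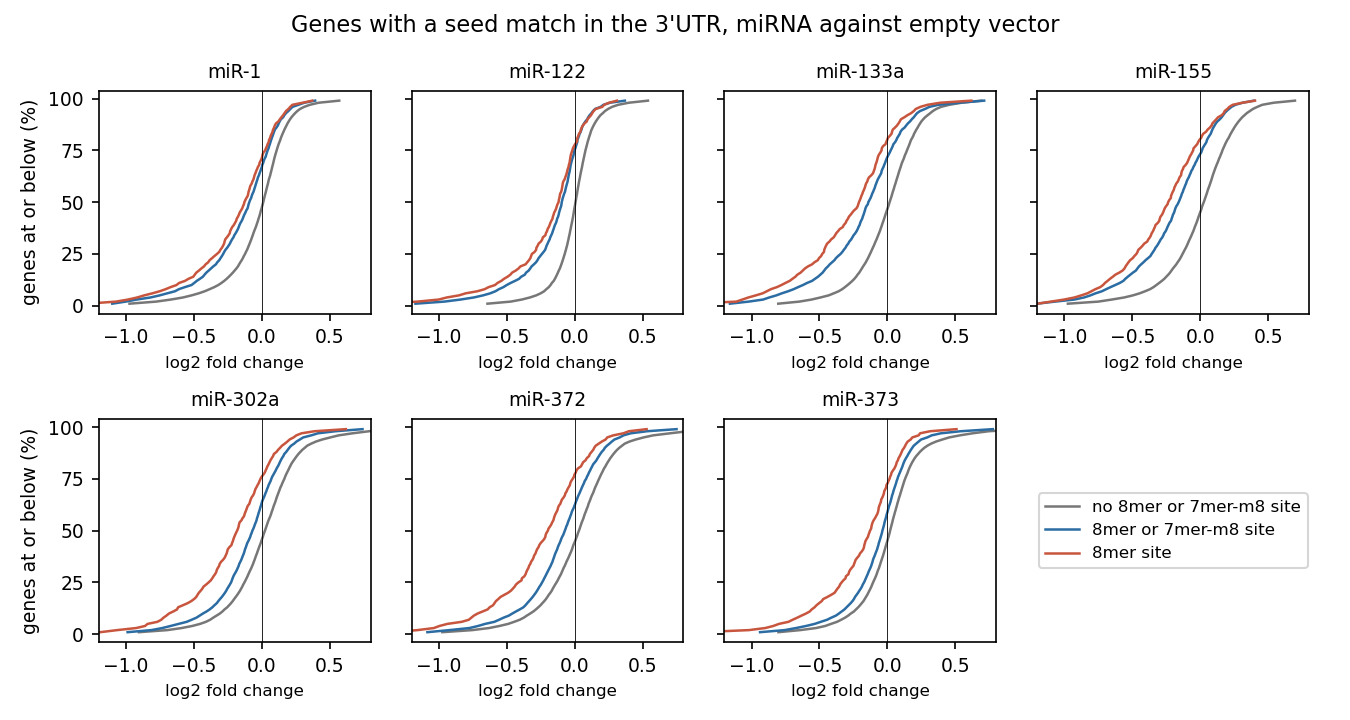
Cumulative distributions of the log2 fold change against the empty vector (x axes) as percent of genes at or below each value (y axes), for genes with an 8mer site, with an 8mer or 7mer-m8 site, and with neither in the 3'UTR, in a panel per miRNA. The curves of genes with sites lie to the left of the grey curve at each percent from 1 to 99, except at 99% for miR-133a, where the value of 8mer or 7mer-m8 genes is 0.71 and that of genes with neither is 0.69, and at the median the difference of 8mer or 7mer-m8 genes is between -0.18 and -0.06.

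The same test with sites of the miRNAs that a cell line did not express gave a background. In batch 1, none of the 8 such tests passed, with differences between -0.03 and 0.00. In batch 2, all 20 differences were below 0, between -0.10 and -0.01, and 7 passed camera, of which 5 passed fry. Under miR-302a, miR-372 and miR-373, the lowest set not expressed was that of miR-155, with differences of -0.086, -0.095 and -0.051. Their own sites gave -0.092, -0.104 and -0.057, so this test barely separated own sites from those of miR-155 there. With a background matched on 3'UTR length, 0 of the 20 passed and the differences lay between -0.03 and 0.02. In each of the 19 miRNA libraries taken singly, the lowest of the 5 seed families' 8mer sets was that of the expressed miRNA.

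Genes with a seed match in the ORF and none in the UTRs were compared with genes without any match. The study had compared ORF sites between miRNAs by its combined change of RNA-seq and PRO-seq, whereas RNA-seq alone was used here. For miR-122 it also drew on Argonaute binding in ORFs, site number, AU content around sites and reporter assays. None of these were examined here. The median was lower for all 7 miRNAs, with differences from -0.12 for miR-155 to -0.02 for miR-1. All sets but that of miR-1 passed camera (6 of 7). With fry, which tests the site genes by themselves and not these differences, 0 of 7 passed. With a background matched on ORF length, 0 of 7 sets passed camera, with differences between -0.04 and -0.02. The smallest camera adjusted p-value was 0.0812, for miR-122. That background holds fewer genes, so this test does not decide whether ORF sites act.

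The study combined RNA-seq with PRO-seq, which maps engaged RNA polymerase, to separate post-transcriptional changes from transcriptional ones. PRO-seq libraries were not analysed here, and the following values come from the authors' deposited tables of that combined test. In the authors' deposited table for miR-1, 390 genes were lower and 129 higher at a q-value under 0.05, and in the table for miR-122, 96 were lower and 2 higher. In the authors' deposited tables, 288 genes were lower and 35 higher with miR-133a, 227 lower and 21 higher with miR-155, 60 lower and 3 higher with miR-302a, 62 lower and 2 higher with miR-372, and 55 lower and 3 higher with miR-373. Of the genes that the edgeR fit here called lower, by more than 0.2 on the log2 scale, and that were listed in the authors' deposited table, 23.7% were called repressed for miR-1 (95% Wilson interval 21.6% to 26.0%), 20.7% for miR-122 (17.2% to 24.6%), 45.4% for miR-133a (41.1% to 49.7%), 33.6% for miR-155 (29.9% to 37.5%), 8.65% for miR-302a (6.66% to 11.2%), 7.26% for miR-372 (5.65% to 9.29%) and 12.6% for miR-373 (9.73% to 16.2%). The intervals cover counting error only. A q-value threshold of 0.1 moved these shares by the most percentage points for miR-133a, to 52.6%. Among the genes that the authors' deposited tables call repressed, the share with an 8mer, 7mer-m8 or 7mer-A1 site in the 3'UTR was 62.5% for miR-1, 87.5% for miR-122, 68.0% for miR-133a, 92.0% for miR-155, 96.6% for miR-302a, 91.8% for miR-372 and 92.6% for miR-373. For comparison, such a site was present in 24.0% of tested genes for miR-1, 25.4% for miR-122 and 29.9% for miR-302a. The authors' deposited tables call 5 genes repressed by both miR-1 and miR-122, and 32 genes by all 3 of miR-302a, miR-372 and miR-373.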

Values the study reported

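The study reported that, of the genes with a post-transcriptional change in its combined test of RNA-seq and PRO-seq, 98% were repressed with miR-122 and 75% with miR-1. It counted 129 genes raised post-transcriptionally with miR-1. Target sites were predicted in the 3'UTRs of 90% of the repressed genes for miR-122 and 63% for miR-1.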

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

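Fits with the crossed block, with the ORF length slope, with 8mer sites against a matched background, and without single libraries for sites, correlations and same-seed comparisons were chosen after the results were seen. Of 330 values of the comparisons under alternatives, 268 kept their direction and side of the threshold or stayed within 1.5 times the count, 17 no longer passed, 45 moved and 0 reversed. Of 375 values of single genes, 362 stayed, 10 lost and 2 gained a call, 1 moved and 0 reversed. Where no cause is given, the cause was not tested.

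The DESeq2 Wald test called 1785 genes for miR-1, 410 for miR-122, 2542 between miR-1 and miR-122, 3 between miR-302a and miR-373 and 1 between miR-372 and miR-373, and the cause was not tested. With the replicate block, 1308 genes were called for miR-133a, 1663 for miR-155 and 1122 for miR-373. With only the 2 groups compared, 2349 genes were called for miR-133a and 811 for miR-372. In batch 1, the block with the empty vector numbers crossed called 1622 genes for miR-122 and 4445 for miR-1. With the ORF length slope of each library as a covariate, the counts were 2197 for miR-133a, 2998 for miR-155, 2744 for miR-302a, 3511 for miR-372, 1523 for miR-373 and 1 for miR-302a against miR-373. That slope was derived from the same libraries, so these fits are partly circular.

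Across the 6 fits that each left out 1 library, the counts ranged from about 3.7e+02 (314 lower and 59 higher, without miR-133a replicate 2) to 490 for miR-133a, 494 to 991 for miR-155 (494 without empty vector replicate 2), 479 to 1764 for miR-302a (1764 without miR-302a replicate 2), 856 to 1827 for miR-372 (856 without empty vector replicate 1), 346 to 502 for miR-373 (346 without empty vector replicate 1) and 0 to 1 for miR-302a against miR-373 (1 without miR-302a replicate 2). Such fits have fewer libraries, which lowers most counts by construction but not the rises for miR-302a and for miR-372 (1827 without miR-372 replicate 3). In batch 1, leaving out a library leaves 1 in its group, so no calls were made.

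With a background matched on 3'UTR length, the site differences were -0.0308 for miR-302a (camera adjusted p 0.138), -0.0493 for miR-372 (0.0972) and -0.0328 for miR-373 (0.0890). With a background matched on ORF length, the ORF site differences were -0.0290 for miR-122 (0.0812), -0.0334 for miR-133a (0.272), -0.0259 for miR-155 (0.272), -0.0438 for miR-302a (0.280), -0.0348 for miR-372 (0.372) and -0.0212 for miR-373 (0.396). Matching also leaves fewer genes to compare. The ORF differences without matching were -0.0458, -0.0941, -0.117, -0.106, -0.110 and -0.0525 in that order. Fry tests the site genes by themselves and not these differences, and its adjusted p-values were 0.290, 0.131, 0.131, 0.131, 0.131 and 0.450. For miR-373, the ORF difference ranged from -0.0695 to -0.0376 across fits without 1 library and did not pass without empty vector replicate 2 (-0.0376, adjusted p 0.136) or miR-373 replicate 1 (-0.0421, adjusted p 0.0773). At a q-value under 0.1, the share called repressed in the authors' deposited tables was 30.3% for miR-1, 52.6% for miR-133a and 40.1% for miR-155, since a wider threshold admits more genes.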

Other observations

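The backgrounds matched on length for a miRNA's own sites and for ORF sites, and the replicate block, were chosen in advance. The other tests in this part were chosen after the results were seen, and what any of the tests would show was written down afterwards, so the explanations are hypotheses only.

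With 3 libraries against 3, the 10 splits of 6 libraries cannot give a share under 0.1. For each of the 5 miRNAs of batch 2 against the empty vector, only the real split, 1 of 10, gave as many called genes, and 1 of 10 gave as large a difference for 3'UTR site genes. For ORF site genes it was 1 of 10 except for miR-373, with 2 of 10. Every other split mixes miRNA and control libraries within an arm, which turns a real effect into spread. These shares therefore cannot tell whether the grouping arose by chance. Between the same-seed miRNAs, whose real counts are 0, all 10 of 10 splits gave as many, which was certain because no count is below 0. One split of miR-302a and miR-373 called 920 genes, with miR-302a replicates 1 and 3 and miR-373 replicate 3 against the other 3 libraries. With the replicate block, the real comparison called 0 genes.

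In batch 2, miR-155 replicate 2 and miR-372 replicate 2 deviated from their groups together (r 0.818 across the 10394 genes of this test, which are not independent replicates, and 0.817 across the 10597 of the pairing check). Both deviations fell with ORF length (Spearman -0.568 and -0.546). After trends on ORF length, 3'UTR length and GC content were removed, r was 0.714 (0.7135 before rounding), so these trends are not the whole cause. At equal depth r was 0.812, which argues against library depth. In 2 of 2 libraries the lowest site set was that of the labelled miRNA, which argues against exchanged labels between these 2 libraries. These are not an isolated pair, since miR-133a replicate 2 also deviated with them (r 0.610 with miR-155 replicate 2 and 0.539 with miR-372 replicate 2). Within a same-seed comparison that called 0 genes, miR-302a replicate 2 and miR-373 replicate 2 also deviated together (r 0.757). For these 2 miRNAs, r was 0.507 between the libraries of replicate 3 and -0.026 between those of replicate 1. A shared preparation step stays open and was not tested.

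Genes with sites of miRNAs that were not expressed were lower in batch 2. With a background matched on 3'UTR length, 0 of 20 such tests passed, which is consistent with 3'UTR length as the source. For sites in the ORF, 0 of 7 passed with a background matched on ORF length, so ORF length may account for part of those differences. Matching moved the difference from -0.117 to -0.0259 for miR-155, but only from -0.0170 to -0.0157 for miR-1. All 7 matched differences stayed below 0, so ORF length is not shown to be the whole cause.

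Interferon-response genes, from a list of 48 of which 34 were tested in batch 2, had median log2 fold changes of -0.28, -0.36 and -0.32 under miR-302a, miR-372 and miR-373 (camera adjusted p 6.1e-09, 7.1e-09 and 3.9e-11, all passing fry), with 26, 27 and 27 genes lower. The list was also lower under miR-1, with a median of -0.15 and 26 of 35 genes lower (camera adjusted p 0.0157), and higher under miR-122, with a median of 0.11 and 10 of 35 genes lower (camera adjusted p 0.0176), and both pass fry. The medians were -0.02 for miR-133a and 0.01 for miR-155, which did not pass (camera adjusted p 0.218 and 0.649). Against miR-133a and miR-155, without the empty vector, the median was -0.31, which argues against the shared empty vector libraries as the cause. Of 10000 random lists matched on ORF length and mean expression, 0 had a median as low, which argues against ORF length bias between libraries. A lower interferon response with this seed may be a hypothesis, but the list also moved in both directions under miRNAs with other seeds, and differences between the cell lines other than the miRNA were not tested.

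PTBP2 was higher under miR-1 (1.44) and miR-133a (1.27), where PTBP1 was lower (-0.79 and -1.03). In 7 of 7 comparisons both or neither of these changes were called, but neither was called in 5 of them and the miR-1 comparison prompted the test, so only the miR-133a comparison adds to it. That loss of PTBP1 raises PTBP2 may be a hypothesis, and it rests on this 1 further comparison.

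The same-seed comparisons held fewer low p-values than the 5% that chance gives. With the replicate block the largest share was 2.03%, so pairing by replicate numbers does not explain this. With the ORF length slope as a covariate, the share was 1.67% for miR-302a against miR-372, which argues against ORF length bias between libraries there, and at least 4.796% in both comparisons with miR-373, where such a bias may be the source. The low shares also depended on single libraries. Without miR-302a replicate 2, the share was 4.83% for miR-302a against miR-372 and 9.12% for miR-302a against miR-373, and without miR-372 replicate 3 it was 6.44% for miR-372 against miR-373. Single deviating libraries therefore stay open as a source in all 3 comparisons, including those with miR-373.

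The authors' deposited RNA-seq tables call, by their FDR column at 0.05, between 0.834 and 3.69 times as many genes as the fit here. A refit used a likelihood ratio test of 2 groups on genes above 1 CPM in every library. It called between 1.00 and 1.08 times the number in the authors' deposited tables (lowest 1.005). That combination of 2-group fit, test and filter may therefore be the source of the difference by FDR. Changed singly, the 2-group fit came nearest to the authors' number for miR-133a (2349 against 2765). For miR-155 it was the likelihood ratio test (1432 against 1414), so no single part accounts for every comparison. By the q-value column the authors' deposited tables call more genes than by FDR, such as 2423 lower and 1943 higher against 1978 and 1493 for miR-1, and the refit was not compared with those.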
